A study of Mus musculus with 45 samples. Its data were reported in "Time-Course Analysis of Brain Regional Expression Network Responses to Chronic Intermittent Ethanol and Withdrawal: Implications for Mechanisms Underlying Excessive Ethanol Consumption" (2016).

How the data were processed

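RNA from the nucleus accumbens of 45 mice was measured on Affymetrix mouse genome arrays, with 1 array per mouse and no pooling. Mice had 4 cycles of 4 days in inhalation chambers for 16 h per day, with 7 days of abstinence between cycles. CIE mice received ethanol (1.6 g/kg) and pyrazole (1 mmol/kg), an inhibitor of alcohol dehydrogenase, before each cycle and breathed ethanol vapor at 10 to 13 mg per l of air. Ctrl mice received saline and the same pyrazole and breathed air. Groups and replicate numbers came from the sample labels. The labels describe 6 mice per group, and why 3 groups hold 5 arrays is not given in the sources used here.

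The deposited values are log2 expression values per probeset, made by the authors with RMA. According to their methods, each hybridization batch was background corrected and quantile normalized on its own, all arrays were then quantile normalized together, and ComBat removed what remained of the batches. The version of RMA is not given in the sources used here. The sorted values of any pair of arrays differed by up to 0.128, so that a step followed the quantile normalization. No values were transformed or filtered here. The 45037 probesets exclude control probesets. Gene symbols came from the annotation of the array platform: 34945 probesets had 1 symbol (18193 genes), 932 had several and 9160 had none. Of the first, 34741 were found in a RefSeq gene table of GRCm38.p6, which also gave positions. Genes are named only from probesets with a single symbol.

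The labels give no batch. Arrays that share exactly equal values in many probesets were taken as 1 hybridization set, since tied quantiles stay tied after a shared batch adjustment. With a tolerance of 2e-08 and a minimum of 5 equal values, 6 sets of 6 to 8 arrays were found, with at most 1 array of each group in a set. Pairs of arrays within a set shared 10 to 57 such values, and pairs from different sets at most 1. Ctrl 0 h replicate 20 belonged to no set. These sets are inferred from the values and may differ from the authors' batches. Because each set holds at most 1 array per group, CIE and Ctrl are compared within 5 sets at 0 h, 8 h and 72 h and within 6 at 7 d. With the sets as a block, Ctrl 0 h replicate 20 is a block of its own and adds nothing to the comparisons.

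Linear models were fitted with limma 3.58.1 in R 4.3.3 to all probesets and all 45 arrays, with a mean for each of the 8 groups, default empirical Bayes settings and no covariate. The contrasts were CIE minus Ctrl at each time, the difference of each later contrast from that at 0 h, an F test over the 4 times, and an F test over time within Ctrl. P values were adjusted by the Benjamini-Hochberg method within each contrast, with a threshold of 0.01 and counts also at 0.05. Where only one time's arrays are used, the residual spread rests on those arrays.

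A total of 34 gene lists with 733 genes, 672 of them measured, were fixed before the data were examined, as were the comparisons, thresholds and all settings tried but the last below. The study had already reported chromatin and RNA splicing groups for this region at 0 h from the same arrays. Tests of the chromatin and splicing lists are therefore not independent of its findings. Nor are those of Bptf, Mysm1 and Ube2b, which it named. Lists were tested with camera in limma at a preset correlation between genes of 0.01, with each gene at its brightest probeset, adjusted over the 34 lists of a time at a threshold of 0.05. Beside it, the same test was run with a correlation estimated for each list. Under reassigned labels the preset correlation passed a median of 8 lists at 0 h, 8 at 8 h, 6 at 72 h and 4 at 7 d. Its adjusted p values should therefore be read only beside those with an estimated correlation. Counts of members that passed use the brightest probeset. Genes were named by a fixed rule: at each time up to 12 rises and 12 falls of largest size among genes that passed, each at its probeset with the smallest p, up to 4 passing members of each list, and, where fewer than 5 genes passed, the 5 with the smallest p as not passing. A set of genes and the markers of cell types were followed at all 4 times, the markers summarised by list. Probesets without a single symbol were counted and not named. At 8 h the naming departed from this rule, with 7 of the 8 falls named.

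The fit was tested on simulated data with 200 of 45037 probesets changed at 0 h. It found 36.4% of the changes of 0.3 log2 units, 73% of those of 0.5 and 95% of those of 1, and it made 0 false calls at any of the 4 times. The real arrays under reassigned labels gave up to 94 calls at 0 h and 18 at 8 h. The 0 false calls therefore need not carry over from the simulated data to the real arrays. When 1 list was shifted by 0.2, camera with the preset correlation passed 2 lists. The search for sets recovered 3 simulated sets out of 3.

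Other settings tried were another quantile normalization, centring each array on its median, trend and robust variance estimation, array weights, the hybridization sets as a block, the brightest probeset of each gene, only probesets above the median level, no probesets prone to cross-hybridization, the arrays of each time alone, adjustment over all times together, each array left out in turn, and for the lists fry, camera on ranks, an estimated correlation and all probesets of a gene. For 10 results, leaving out 3 arrays with a weight below 0.5 was added after seeing the data. Group labels were also reassigned in 100 splits of the arrays, and within hybridization sets in up to 100 splits. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The network analysis of the study and its other brain regions were not analysed here.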

Results

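Gene expression was measured in the nucleus accumbens (NAC), a ventral striatal region, of adult male C57BL/6J mice after chronic intermittent ethanol (CIE) given as vapor, or after air alone (Ctrl). Each array held RNA from 1 mouse. Tissue was taken at 0 h, 8 h, 72 h or 7 d after the last chamber session. There were 45 arrays: 6 CIE and 6 Ctrl at 0 h, 5 CIE and 5 Ctrl at 8 h, 5 CIE and 6 Ctrl at 72 h, and 6 CIE and 6 Ctrl at 7 d. The deposited log2 values of 45037 probesets had array medians between 6.94 and 6.96. Arrays have no count depth, so the precision is limited by their number. Below, n is the number of arrays, and a change is the CIE mean minus the Ctrl mean on the log2 scale at the same time, with its standard error from limma. Gene positions are those of the mouse assembly GRCm38.p6.

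The comparison at 0 h asked which genes differed at the end of the last vapor exposure. Of the genes that passed, the largest rise was in Plin4 (chromosome 17, 56100587 to 56109948), which encodes a perilipin, a coat protein of lipid droplets. Its mean went from 7.14 ± 0.333 (SD, n = 6) in Ctrl to 9.47 ± 1.08 (SD, n = 6) in CIE, a change of 2.33 (SE 0.345), or 5.04-fold, with an adjusted p of 3.87e-05. Zbtb16, a zinc finger transcription factor, rose by 1.13 (SE 0.171, adjusted p = 5e-05). Ada, adenosine deaminase, rose by 1.22 (SE 0.239, adjusted p = 0.00145), and Arrdc2 by 1.24 (SE 0.272, adjusted p = 0.00441). Rasd1, a Ras-like protein named for its induction by dexamethasone, rose by 0.95 (SE 0.188, adjusted p = 0.00165), and Cdkn1a, the cyclin-dependent kinase inhibitor p21, by 0.88 (SE 0.183, adjusted p = 0.0027). The other named rises were Zfand4 (1.03), Rprd2 (0.95), Cym (0.89), Amn (0.83), Stard5 (0.83) and Upp2 (0.82), with adjusted p from 4.02e-07 for Rprd2 to 0.00875 for Stard5.

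Of the genes that passed, the largest fall at 0 h was in Fcrls (chromosome 3, 87250736 to 87263765), an Fc receptor-like gene of microglia. Its mean was 9.13 ± 0.218 (SD, n = 6) in Ctrl and 7.92 ± 0.408 (SD, n = 6) in CIE, a change of -1.21 (SE 0.108), or 0.433-fold, with an adjusted p of 1.46e-09. Genes induced by neuronal activity were also lower. Arc changed by -1.16 (SE 0.178, adjusted p = 6.22e-05), Fos by -1.06 (SE 0.21, adjusted p = 0.00164), Npas4 by -1.03 (SE 0.215, adjusted p = 0.00276) and Nr4a1 by -0.95 (SE 0.141, adjusted p = 3.87e-05). Hes5, a transcriptional repressor downstream of Notch, changed by -0.996 (SE 0.128, adjusted p = 4.01e-06). The other named falls were Nexn (-0.81), the kinesin gene Kif1b (-0.79), the potassium channel gene Kcns2 (-0.73), the long noncoding RNA Firre (-0.71), Olfml3 (-0.68) and Pdzph1 (-0.68), with adjusted p from 1.43e-06 for Firre to 0.00913 for Nexn.

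Genes that respond to glucocorticoids rose as a group at 0 h. Of the 20 measured members, 9 rose, none fell and 11 did not pass, and 14 rose when adjusted over the list alone. The list's mean change was 0.56, and it was positive in 5 of 5 hybridization sets, from 0.18 to 0.93 (adjusted p = 1.25e-13 by camera, and adjusted p = 0.0116 with an estimated correlation). Besides Plin4, Map3k6 rose by 0.70 (SE 0.0803, adjusted p = 5.83e-07), Fkbp5, a co-chaperone of the glucocorticoid receptor, by 0.59 (SE 0.102, adjusted p = 0.000341), Tsc22d3 by 0.54 (SE 0.121, adjusted p = 0.00497) and Gpd1 by 0.46 (SE 0.0792, adjusted p = 0.000315). With the sets as a block Tsc22d3 did not pass (adjusted p = 0.0419), and it passed in 5 of 12 fits with 1 array left out. Sgk1 did not pass, with a change of 0.42 (SE 0.171, adjusted p = 0.185).

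The list of insulin, FoxO and energy-sensing genes, which shares Tsc22d3, Ddit4 and Pdk4 with the glucocorticoid list, rose too. Of its 24 measured members, 7 rose, none fell and 17 did not pass. Adjusted over the list alone, 11 rose and 1 fell. The mean change was 0.25, from 0.16 to 0.44 in 5 of 5 sets (adjusted p = 7.51e-08, and adjusted p = 0.0112 with an estimated correlation). Hif3a rose by 0.57 (SE 0.0796, adjusted p = 1.62e-05), Angptl4, an inhibitor of lipoprotein lipase, by 0.61 (SE 0.104, adjusted p = 0.000277), Ppargc1a, a coactivator of mitochondrial genes, by 0.32 (SE 0.0643, adjusted p = 0.00193), and Prkaa2, a catalytic subunit of AMP-activated kinase, by 0.31 (SE 0.0642, adjusted p = 0.00235). Ppargc1a (adjusted p = 0.0104) and Prkaa2 (0.0292) did not pass with the sets as a block.

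Immediate early genes fell as a group at 0 h. Of 24 measured members, 6 fell, 1 rose and 17 did not pass. Adjusted over the list alone, 11 fell and 1 rose. The mean change was -0.34, and it was negative in 5 of 5 sets, from -0.485 to -0.255 (adjusted p = 1.01e-11, and adjusted p = 0.00695 with an estimated correlation). Besides Arc, Fos, Npas4 and Nr4a1, the falls included Egr1 (-0.51, SE 0.0704, adjusted p = 1.13e-05). Jun went the other way, with a rise of 0.65 (SE 0.126, adjusted p = 0.00145). In Ctrl at 0 h the list's mean lay 0.396 (SE 0.0536) above that in Ctrl at 72 h and 7 d, and in CIE at 0 h it lay 0.0593 (SE 0.0536) above them.

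RNA splicing and SR-protein genes fell by small amounts at 0 h. Of 40 measured members, 5 fell, none rose and 35 did not pass, and 7 fell when adjusted over the list alone. The mean change was -0.11, from -0.134 to -0.0709 in 5 of 5 sets (adjusted p = 2.32e-12, and adjusted p = 0.0072 with an estimated correlation). The splicing factor gene Srsf6 changed by -0.53 (SE 0.0509, adjusted p = 6.84e-09) at its probeset with the smallest p, while its brightest probeset changed by 0.14 (SE 0.0531, adjusted p = 0.137). Hnrnpa2b1 changed by -0.35 (SE 0.0529, adjusted p = 4.83e-05). Clk1 and Clk4, kinases that phosphorylate SR proteins, changed by -0.41 (SE 0.0534, adjusted p = 5.24e-06) and -0.31 (SE 0.0647, adjusted p = 0.0027), and Clk4 did not pass with the sets as a block (adjusted p = 0.0231).

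Markers of several cell types passed at 0 h with the preset but not with an estimated correlation. Of these, microglia (adjusted p = 0.0109) and interneuron markers (adjusted p = 0.0197) passed also with fry, which does not compare a list with other genes. Of 19 measured microglia markers, 2 fell and 17 did not pass, with a mean change of -0.26, from -0.514 to -0.0652 in 5 of 5 sets (adjusted p = 1.09e-08, but adjusted p = 0.145 with an estimated correlation). P2ry12, a purine receptor of microglia, changed by -0.48 (SE 0.091, adjusted p = 0.00103) beside Fcrls. For endothelial and pericyte markers, Vtn fell by 0.46 (SE 0.0731, adjusted p = 0.00011) and the glucose transporter gene Slc2a1 rose by 0.33 (SE 0.0712, adjusted p = 0.00345, and 0.0218 with the sets as a block), while 17 of 19 did not pass (mean change -0.10, and -0.0648 without CIE replicate 5, adjusted p = 0.000215, but adjusted p = 0.211 with an estimated correlation). None of 23 medium spiny neuron markers passed singly, although their mean change was -0.21 (SE 0.1). By camera, which compares the list with other genes and does not use this SE, the adjusted p was 9.13e-08 with the preset correlation. It was 0.322 with the estimated correlation, which was 0.705. The mean change was negative in 2 of 5 sets, ranged from -0.529 to 0.165, and was -0.140 without CIE replicate 72. Cortical pyramidal neuron markers had a mean change of 0.326, from -0.506 to 1.5 in the sets, and did not pass (adjusted p = 0.23 by camera). Among CIE arrays at 0 h, replicates 72, 5 and 67 had the lowest medium spiny neuron means (-0.495, -0.404 and -0.253). They also had the highest cortical means (0.917, 0.768 and 0.571). The share of cortical tissue in the samples was not tested. Of 18 astrocyte markers, the connexin gene Gjb6 rose by 0.56 (SE 0.12, adjusted p = 0.0036) although the list's mean change was -0.0337 (adjusted p = 0.00669, but adjusted p = 0.211 with an estimated correlation). That mean was -0.00923 without Ctrl replicate 20, and with the sets as a block it was -0.00691 and the list did not pass (adjusted p = 0.06). Interneuron markers (mean change -0.0181, adjusted p = 0.0332) had an adjusted p of 0.0843 with an estimated correlation, and their mean turned positive without CIE replicate 43 (0.0186) or Ctrl replicate 48 (0.00261).

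Further lists passed at 0 h with the preset but not with an estimated correlation, and of these the cholesterol (adjusted p = 0.00324), p53 (0.000505) and heat shock lists (0.00734) passed also with fry. All 18 measured genes of cholesterol biosynthesis had positive changes, and 3 rose (mean 0.19, adjusted p = 5.54e-07, but adjusted p = 0.159 with an estimated correlation), yet the mean was positive in only 3 of 5 sets, from -0.0829 to 0.449. These were Insig1 (0.62, SE 0.0974, adjusted p = 9.21e-05), whose protein restrains sterol synthesis, Hsd17b7 (0.42, SE 0.0653, adjusted p = 7.25e-05) and Fdft1 (0.29, SE 0.0613, adjusted p = 0.00329, and 0.0108 with the sets as a block). In the p53 and DNA damage list, 3 of 20 rose, among them Trp53inp1 (0.47, SE 0.0829, adjusted p = 0.000412), and the list had an adjusted p of 0.0148 (adjusted p = 0.141 with an estimated correlation). Of 17 heat shock and cytosolic chaperone genes, 3 fell, namely Hsph1 (-0.24, SE 0.0419, adjusted p = 0.000309), Hspa4l (-0.27, SE 0.0522, adjusted p = 0.0011) and Hspb1 (-0.40, SE 0.0787, adjusted p = 0.00155), and the list had an adjusted p of 1.66e-05 (adjusted p = 0.139 with an estimated correlation). Its mean change was only -0.0351, negative in 3 of 5 sets, from -0.354 to 0.156, and with 1 array left out it lay between -0.0768 and 0.000946. MHC class I genes had a mean change of 0.43 (adjusted p = 0.00923, but adjusted p = 0.719 with an estimated correlation). It was 0.716 without Ctrl replicate 20 and 0.732 with the sets as a block, where that array adds nothing (adjusted p = 9.03e-10). No member passed without the block, but H2-K1 (1.01, SE 0.326, adjusted p = 0.073) passed with it (adjusted p = 0.00301) and without that array. Plasticity genes (adjusted p = 0.0379), chromatin modifiers (adjusted p = 0.0267) and cytosolic ribosomal proteins (adjusted p = 0.00193) had negative mean changes of -0.0641, -0.0414 and -0.0386, and adjusted p of 0.211, 0.211 and 0.391 with an estimated correlation. Plasticity genes (adjusted p = 0.0516) and chromatin modifiers (adjusted p = 0.0709) did not pass with the sets as a block, and the plasticity mean was -0.042 without CIE replicate 26. Of the 18 plasticity genes only Arc passed, which is also in the immediate early list. The plasticity list was not tested without it. The other 18 lists did not pass, with adjusted p from 0.0516 for oligodendrocyte and myelin markers to 0.923. With the sets as a block, the myelin markers passed (mean change -0.216, adjusted p = 0.00819), as did interferon-stimulated genes (0.242, adjusted p = 0.00403). Each had this sign in only 3 of 5 sets, from -0.58 to 0.205 and from -0.0878 to 0.671. Without CIE replicate 72, 10 lists passed in place of 16.

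In all, limma called 717 probesets at 0 h at an adjusted p of 0.01 or less, 438 higher and 279 lower in CIE, and 1772 at 0.05 or less. They covered 340 genes that rose and 196 that fell, with 5 genes in both sets and 111 probesets without a single gene symbol. The median size of the change was 0.38, and 15 probesets changed by more than 1. With the hybridization sets as a block, 299 probesets passed (176 higher, 123 lower), of which 276 were among the 717, and all 717 kept their sign. Of the 24 genes named by size, 17 passed with the sets as a block, and 22 had the same sign in 5 of 5 sets. Those that did not pass were Arrdc2 (adjusted p = 0.0312), Ada (0.0117), Rasd1 (0.0124), Cdkn1a (0.0201), Npas4 (0.0102), Nexn (0.0301) and Pdzph1 (0.019). With 1 array left out, 19 of the 24 passed in all 12 fits, Cdkn1a in 10, Npas4 in 9, Arrdc2 in 6, Nexn in 3 and Stard5 in 2. Of the list members, Prkaa2 passed in 11 of these 12 fits, Clk4 and Ppargc1a in 10, Slc2a1 in 9, Gjb6 in 8 and Fdft1 in 7. The count was 309 with array weights, 377 when adjusted over the 4 times together, 396 with only the brightest probeset of each gene, and 19 with the 0 h arrays alone. It fell to 366 without CIE replicate 5, 437 without Ctrl replicate 30 and 465 without CIE replicate 26.

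**Figure D1:**
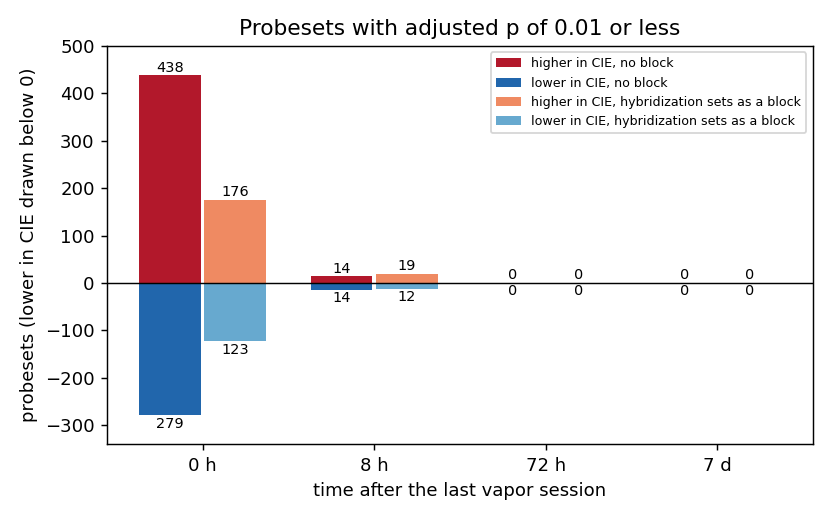
Number of probesets with an adjusted p of 0.01 or less (y axis) at each time after the last vapor session (x axis), with those higher in CIE drawn above 0 and those lower in CIE below 0, without a block and with hybridization sets as a block. At 0 h there were 438 and 279 without a block and 176 and 123 with it, at 8 h 14 and 14 against 19 and 12, and 0 at 72 h and 7 d.

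The comparison at 8 h asked which genes differed early in withdrawal. Hes5 (chromosome 4, 154960626 to 154962372) had the largest fall among probesets with a single gene symbol, from 8.79 ± 0.231 (SD, n = 5) in Ctrl to 7.39 ± 0.242 (SD, n = 5) in CIE, a change of -1.40 (SE 0.14), or 0.379-fold, with an adjusted p of 7.83e-08. Fcrls changed by -0.83 (SE 0.118, adjusted p = 0.000107), and Nr2e1, a nuclear receptor of neural progenitors, by -0.81 (SE 0.128, adjusted p = 0.00058). Nrarp, a regulator of Notch signalling, changed by -0.71 (SE 0.129, adjusted p = 0.00447), the transcription factor gene Sox21 by -0.53 (SE 0.092, adjusted p = 0.00274), the Wnt receptor gene Fzd2 by -0.48 (SE 0.0898, adjusted p = 0.00744) and Rpain by -0.25 (SE 0.0453, adjusted p = 0.00425).

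Plin4 had the largest rise of the genes that passed at 8 h, from 7.79 ± 0.856 (SD, n = 5) in Ctrl to 9.77 ± 0.174 (SD, n = 5) in CIE, a change of 1.98 (SE 0.377), or 3.94-fold, with an adjusted p of 0.00862. Etnppl, an enzyme that breaks down phosphoethanolamine, rose by 1.37 (SE 0.242, adjusted p = 0.0037). Xdh (chromosome 17, 73883895 to 73950397), xanthine dehydrogenase of purine breakdown, rose by 0.92 (SE 0.121, adjusted p = 2e-05), and the MHC class I gene H2-D1 by 0.91 (SE 0.168, adjusted p = 0.00522). Insig1 rose by 0.61 (SE 0.107, adjusted p = 0.00328) and Manf, a secreted protein induced by stress of the endoplasmic reticulum (ER), by 0.41 (SE 0.0595, adjusted p = 0.000112). The other named rises were Depp1 (0.56), Fam107a (0.56), Osgin1 (0.41), Alg12 (0.35), Scfd1 (0.27) and Bclaf1 (0.24), with adjusted p from 0.00214 for Osgin1 to 0.0082 for Alg12.

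**Figure D2:**
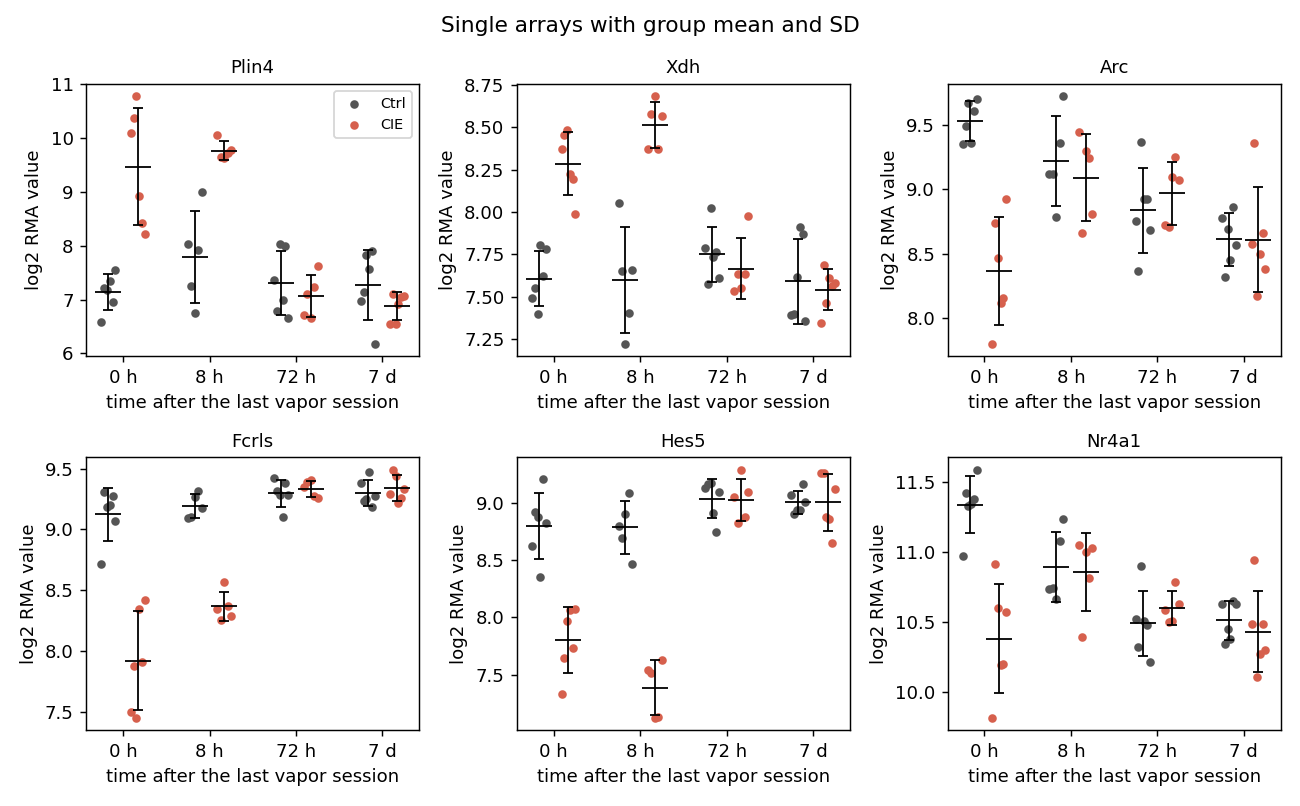
Log2 RMA values (y axis) of 6 genes in single arrays (points) at each time after the last vapor session (x axis), with group means and SD as bars, Ctrl in grey and CIE in red. Plin4 lay between 8.21 and 10.8 in the CIE arrays and between 6.59 and 7.55 in the Ctrl arrays at 0 h, and Fcrls and Hes5 were lower in every CIE array than in any Ctrl array at 0 h and 8 h.

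At 8 h, 3 lists passed with both the preset and an estimated correlation, and all 3 were higher in CIE. Glucocorticoid-responsive genes had a mean change of 0.49, and all 20 measured members had positive changes. In 5 of 5 sets the mean change was positive, from 0.36 to 0.70 (adjusted p = 1.65e-21, and adjusted p = 0.00313 with an estimated correlation). Plin4 alone passed over all probesets, and 10 members passed when adjusted over the list alone. Sgk1 had a change of 0.84 (SE 0.187, adjusted p = 0.0357). ER chaperones and genes of the unfolded protein response had a mean change of 0.15, positive in 4 of 5 sets, from -0.0198 to 0.233 (adjusted p = 7.25e-13, and adjusted p = 0.00313 with an estimated correlation). Manf was the 1 member of 24 that passed, and 5 passed when adjusted over the list alone. For antioxidant and xenobiotic response genes the mean change was 0.13, from 0.00353 to 0.252 in 5 of 5 sets (adjusted p = 2.83e-05, and adjusted p = 0.00411 with an estimated correlation). Of 19 members, 1 passed, Osgin1 (0.41, SE 0.0695), which is induced by oxidative stress, and 4 passed when adjusted over the list alone.

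The remaining 7 lists that passed at 8 h did not pass with an estimated correlation, and of these MHC class I (adjusted p = 0.0229), heat shock and cholesterol genes (both 0.0401) passed also with fry. MHC class I genes had the largest mean change, 0.82, with 12 of 12 members positive and 7 passing when adjusted over the list alone (adjusted p = 2.84e-15, but adjusted p = 0.0839 with an estimated correlation). It was positive in 4 of 5 sets, from -0.0925 to 1.62. H2-K1 had a change of 1.56 (SE 0.358, adjusted p = 0.0442) and passed with the sets as a block (adjusted p = 0.00946) and also with array weights. Interferon-stimulated genes had a mean change of 0.38 with 26 of 26 positive, but were higher in only 3 of 5 sets, from -0.313 to 1.17 (adjusted p = 3.11e-08, but adjusted p = 0.476 with an estimated correlation). Cytokine and NF-kB genes (mean change 0.12, adjusted p = 0.00304), cholesterol biosynthesis (0.16, adjusted p = 2.13e-08) and insulin, FoxO and energy-sensing genes (0.13, adjusted p = 0.00525) were also higher, with adjusted p of 0.421, 0.132 and 0.256 with an estimated correlation. Heat shock and cytosolic chaperones (-0.14, negative in 3 of 5 sets, from -0.465 to 0.109, adjusted p = 4.92e-06) and chromatin modifiers (-0.0437, adjusted p = 0.0417) were lower, with adjusted p of 0.116 and 0.289 with an estimated correlation. The other 24 lists did not pass, with adjusted p from 0.119 for RNA splicing genes to 0.971, and the microglia markers had a mean change of 0.0487 (adjusted p = 0.448).

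**Figure D3:**
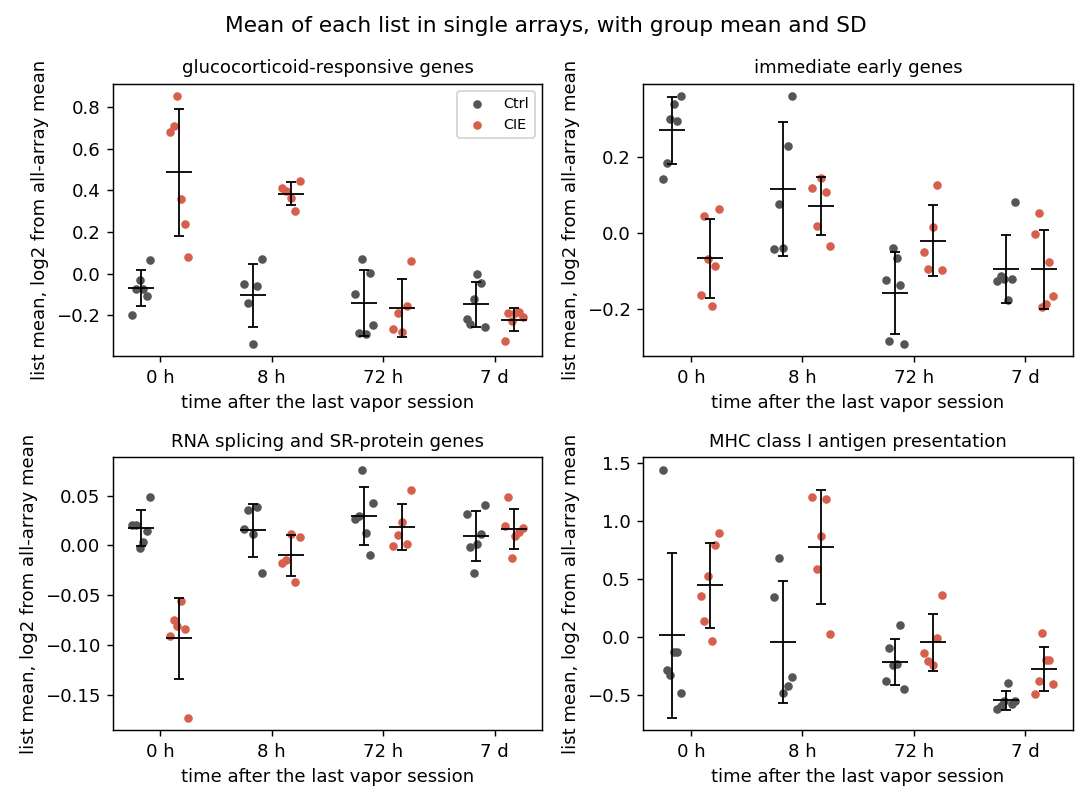
Mean log2 value of the members of 4 gene lists in single arrays (points), each member centred on its mean over all arrays (y axis), at each time after the last vapor session (x axis), with group means and SD as bars, Ctrl in grey and CIE in red. The glucocorticoid list lay between 0.30 and 0.45 in the CIE arrays at 8 h and between -0.339 and 0.068 in the Ctrl arrays, and the MHC class I list overlapped between the groups.

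At 8 h 12 genes rose and 8 fell. Of these falls 7 are named above, although the naming rule would include all 8. In all, limma called 28 probesets at 8 h, 14 higher and 14 lower in CIE, and 101 probesets at 0.05 or less. With the hybridization sets as a block, 31 passed (19 higher, 12 lower), 23 of them among the 28, and all 28 kept their sign. Of the 19 genes named, 14 passed with the block and 18 had the same sign in 5 of 5 sets. Plin4 (adjusted p = 0.0186), Alg12 (0.0186), Bclaf1 (0.0129), Fzd2 (0.0186) and Rpain (0.0111) did not pass with the block. With 1 array left out, Hes5, Fcrls, Nr2e1, Xdh and Manf passed in all 10 fits. Osgin1 passed in 6, Scfd1 and Sox21 in 5, Bclaf1, Insig1 and Nrarp in 4, Etnppl and Rpain in 3, Depp1, Fam107a and H2-D1 in 2, and Plin4, Alg12 and Fzd2 in 1. The count was 6 with the 8 h arrays alone, 50 when adjusted over the 4 times together, 119 with array weights and 56 without 3 arrays of low weight from other times. It fell to 13 without Ctrl replicate 50, 16 without CIE replicate 1, and 17 without Ctrl replicate 4 or Ctrl replicate 42.

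The calls at 0 h and 8 h were compared to follow the response into withdrawal. They shared 11 probesets, all in the same direction, 4 up and 7 down, where independent lists of these sizes would share 0.136 and 0.0867 (Fisher's exact test, two-sided, odds ratio 40.6, p = 2.59e-13, with probesets taken as independent). Single genes among them were Plin4, Xdh, Insig1, Hes5, Fcrls, Sox21 and Nr2e1. With the sets as a block, 15 were shared. Of the 717 probesets called at 0 h, 659 (91.9%) had the same sign at 8 h, 478 (66.7%) at 72 h and 270 (37.7%) at 7 d. The slope of the later change on the change at 0 h over these probesets was 0.465 at 8 h, 0.0823 at 72 h and -0.0443 at 7 d. Across all probesets, which are not independent replicates, Pearson's r with the change at 0 h was 0.501 at 8 h, 0.515 at 72 h and 0.112 at 7 d. Spearman's correlation was 0.366, 0.311 and 0.0325, and Pearson's r with the sets as a block was 0.52, 0.479 and 0.173. The order of 8 h and 72 h thus depended on the measure and the fit.

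The change of the CIE effect over time was tested directly. No probeset differed between 8 h and 0 h at 0.01 (limma, 7 at 0.05, 2482 at an unadjusted p below 0.05, where 2252 were expected by chance). Between 72 h and 0 h, 34 differed, 29 with a more positive and 5 with a more negative effect at 72 h. Between 7 d and 0 h, 90 differed, 41 and 49. With the sets as a block these counts were 0 (1994 at an unadjusted p below 0.05), 15 and 16. Of these, 14 were more positive and 1 more negative at 72 h, and 12 and 4 at 7 d. With the brightest probeset of each gene, 16 of 53 were more positive at 7 d. The balance of directions at 7 d thus depended on the fit. The count for 72 h was 18 without CIE 0 h replicate 5, CIE 72 h replicate 61 or Ctrl 72 h replicate 24, 19 without CIE 0 h replicate 26, 20 without Ctrl 0 h replicate 74 or Ctrl 72 h replicate 52, 21 without CIE 72 h replicate 3 or Ctrl 72 h replicate 68, 22 without Ctrl 72 h replicate 44, and 59 without CIE 0 h replicate 43. The count for 7 d was 42 without CIE 0 h replicate 5, 51 without Ctrl 0 h replicate 30 and 59 without CIE 0 h replicate 26. That for 8 h was 3 without CIE 0 h replicate 43, 2 without CIE 8 h replicate 15 or Ctrl 0 h replicate 20, and 1 without CIE 0 h replicate 67, Ctrl 0 h replicate 38 or Ctrl 8 h replicate 79.

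The effect on Fcrls was 1.24 (SE 0.157, adjusted p = 4.09e-05) more positive at 72 h than at 0 h, that on Hes5 0.99 (SE 0.185, adjusted p = 0.00726), and that on Nr4a1 1.06 (SE 0.204, adjusted p = 0.00857). The effect on Plin4 was less positive at 72 h, with a difference of -2.57 (SE 0.499, adjusted p = 0.00964). Of these 4 genes, only Fcrls passed with the sets as a block (1.35, SE 0.157, adjusted p = 2.11e-05). The differences were 1.05 (SE 0.197, adjusted p = 0.0122) for Hes5, 1.14 (SE 0.216, adjusted p = 0.0131) for Nr4a1 and -2.51 (SE 0.541, adjusted p = 0.0471) for Plin4, so their sizes changed little while the adjusted p rose above 0.01. Immediate early genes as a list differed between 8 h and 0 h (adjusted p = 1.73e-09, and adjusted p = 0.0153 with an estimated correlation), as did splicing genes (adjusted p = 7.09e-08, and 0.0394 with an estimated correlation), ER chaperones (adjusted p = 1.2e-09, and 0.0153 with an estimated correlation) and antioxidant genes (adjusted p = 0.000715, and 0.0292 with an estimated correlation). For each of these 4 lists the effect was more positive at 8 h. Cell type markers also had a more positive effect, but passed with the preset correlation only. These were microglia (adjusted p = 2.59e-11, and 0.0909 with an estimated correlation), medium spiny neuron (6.05e-05, and 0.451) and astrocyte markers (0.000327, and 0.119), among others. Insulin, FoxO and energy-sensing genes went the other way, also with the preset only (0.00487, and 0.202). Glucocorticoid-responsive genes did not differ between 8 h and 0 h by the list test (adjusted p = 0.819). At 72 h they had a more negative effect than at 0 h (adjusted p = 7.64e-17, and 0.00511 with an estimated correlation). So did insulin, FoxO and energy-sensing genes (adjusted p = 1.11e-11, and 0.00123 with an estimated correlation). Immediate early genes had a more positive effect at 72 h (adjusted p = 1.43e-13, and 0.00123 with an estimated correlation). Over the 4 times together, 406 probesets had a CIE effect at some time by limma's F test (168 with the sets as a block, 227 with only the brightest probeset of each gene and 261 without CIE 0 h replicate 5).

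The comparison at 72 h asked which differences lasted into withdrawal. No probeset passed by limma at 0.01 or at 0.05, although 3242 had an unadjusted p below 0.05, where 2252 were expected by chance, and the lowest adjusted p was 0.673. The genes with the smallest p, none of which passed, were Hrh2, a histamine receptor gene, with a change of 0.28 (SE 0.0632), Plcb4 with -0.55 (SE 0.127), Tet1, a methylcytosine dioxygenase gene, with -0.47 (SE 0.112), Anpep with -0.21 (SE 0.0507) and Fsip1 with 0.18 (SE 0.043). Each had the same sign in 5 of 5 sets. With the preset correlation 6 lists passed. Oligodendrocyte and myelin markers had a mean change of -0.18 (adjusted p = 1.50e-05, but adjusted p = 0.658 with an estimated correlation), with set values from -0.607 to 0.458. Oligodendrocyte precursor (-0.0810), astrocyte (-0.0356) and endothelial markers (-0.0159) and insulin, FoxO and energy-sensing genes (-0.0174) were lower, blood cell markers (0.15) were higher, and with an estimated correlation the adjusted p of these 6 lists lay between 0.534 and 0.658. The other 28 had adjusted p from 0.0593 to 0.98. Among them, cortical pyramidal neuron markers had the largest mean change, 0.424, positive in 5 of 5 sets (adjusted p = 0.109, and 0.658 with an estimated correlation). With 1 array left out, the mean of 5 of these 6 lists moved by more than 1.5 times, the myelin mean lay between -0.304 and -0.0918, and that of endothelial markers turned positive (0.00351 without Ctrl replicate 6). The count of lists was 3 without CIE replicate 61, 10 without CIE replicate 63 and 11 without Ctrl replicate 44. With array weights 20 probesets passed at 72 h, 3 of them higher in CIE. With the sets as a block none passed (2504 at an unadjusted p below 0.05).

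At 7 d, the interval that separated the vapor cycles, no probeset passed by limma at 0.01 or at 0.05. An unadjusted p below 0.05 was found for 1056, fewer than the 2252 expected, and the lowest adjusted p was 1. The smallest p belonged to Gabrg3, a GABA-A receptor subunit gene, with a change of -0.70 (SE 0.175), Tac4 with -0.22 (SE 0.0554), Cxcr6, a chemokine receptor gene, with 0.37 (SE 0.099), Mtcp1 with 0.34 (SE 0.0904) and Wdfy1 with 0.24 (SE 0.0642). Gabrg3 had this sign in 5 of 6 sets and the others in 6 of 6. Of 6 lists that passed with the preset correlation, MHC class I genes had a mean change of 0.27, positive in 6 of 6 sets, from 0.126 to 0.58 (adjusted p = 0.000356). Interferon-stimulated genes (0.20), microglia (0.0665) and astrocyte markers (0.0425) and translation factors (0.0217) were higher, and medium spiny neuron markers (-0.11) were lower. With an estimated correlation the adjusted p of these 6 lists lay between 0.464 and 0.908, and the other 28 lists had adjusted p from 0.066 to 0.919 with the preset correlation. With 1 array left out, the mean of microglia markers was as small as 0.0378 and that of medium spiny neuron markers as small as -0.0659. Without CIE replicate 37, 3 lists passed. With array weights 1 probeset passed, and with the sets as a block none did (847 at an unadjusted p below 0.05).

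Genes of neuronal identity, glia and chromatin that were followed at all 4 times did not pass at any of them. These were Bdnf, Hspa5, Gfap, Mbp, the dopamine receptor genes Drd1 and Drd2, the opioid peptide genes Penk and Pdyn, and Bptf, Mysm1, Ube2b, Srrm1, Srrm2 and Srrm3. The lowest adjusted p among them was for Ube2b, a ubiquitin-conjugating enzyme gene, at 0 h, with a change of -0.23 (SE 0.0588, adjusted p = 0.0177). Srrm1, a splicing cofactor gene, followed at 0 h with -0.37 (SE 0.108, adjusted p = 0.0402). Drd1 and Drd2 had changes of -0.22 (SE 0.0927, adjusted p = 0.193) and -0.33 (SE 0.156, adjusted p = 0.27) at 0 h. Bdnf had a change of 0.21 (SE 0.207, adjusted p = 0.689) at 0 h.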

Values the study reported

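The study's own counts for the nucleus accumbens, at a false discovery rate of 0.01 or less, were 717 CIE-regulated probesets at 0 h and 28 at 8 h, and 0 both at 72 h and at 7 d. Its network analysis drew on 10,072 probesets that were significant in any of its brain regions.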

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

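Chosen after the results were seen were the splits and exchanges of labels within hybridization sets, the test of 7 d against 72 h, the blocked values of single genes over time, and the tests of the immediate early, MHC class I and globin patterns other than the permutation over 252 groupings.

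Immediate early genes were lower in CIE than in Ctrl at 0 h. With the hybridization sets as a block the shift was -0.366 (SE 0.068), against -0.336 (SE 0.0619) without. Only Ctrl replicate 20 and CIE replicate 72 lacked a partner in their set, so a block could hardly move the shift and cannot decide on sets. The mean change was negative in 5 of 5 sets, from -0.485 to -0.255, so it did not come from a single set. Fewer striatal neurons in CIE samples were tested first by the difference of this shift from that of medium spiny neuron markers (-0.127, SE 0.129). That left this explanation standing. After that value had been seen, the mean of those markers was added as a covariate, and the shift was -0.366 (SE 0.0646). The shift thus did not shrink, although the markers changed by -0.21 (SE 0.1). It argues against fewer neurons as the whole cause only if that mean tracks their share, which was not tested. Cortical pyramidal neuron markers, with a mean change of 0.326 at 0 h that did not pass, were not used as a covariate. Ctrl at 0 h lay 0.396 (SE 0.0536) above Ctrl at 72 h and 7 d while CIE at 0 h lay 0.0593 (SE 0.0536) from them, so a candidate explanation is that the air controls were high right after the chamber session and the CIE mice were not. An effect of ethanol on this response stays open, as does a difference in handling, although the study describes the handling of both groups as similar, and neither was tested.

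MHC class I genes were higher in CIE at 8 h, by 0.82 (SE 0.208). Each of the 5 sets at 8 h held 1 CIE and 1 Ctrl array, so a block cannot move this shift, and without the set that mattered most it was 0.621 (SE 0.229), which argues against a single set as the cause, while the microglia markers differed from the list by -0.772 (SE 0.21), which argues against more microglia. Of all 252 groupings of the 10 arrays, a share of 0.0476 gave a difference as large in either direction. This p is not corrected for the 34 lists and ignores the pairs, so differences between mice are not excluded by it. With labels exchanged only within sets the p was 0.125 (4 of 32 groupings). Because 0.0625 is the smallest p possible there, that exchange cannot decide the question. With an estimated correlation the list did not pass (adjusted p = 0.0839), and the highest list mean of any array, 1.441, was in Ctrl 0 h replicate 20. At the other times the list was higher in CIE in 5 of 5 sets at 0 h (0.0941 to 1.28) and 6 of 6 at 7 d (0.126 to 0.58). At 72 h it was higher in 3 of 5 (-0.111 to 0.804). Variation between mice may account for the shift at 8 h, and an effect of CIE stays open.

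The 4 probesets matched to several globin genes, chosen after their values were seen, were lower in CIE at 8 h, with changes from -2.18 to -2.45, and at 0 h, with changes from -0.979 to -1.16, of which 1 passed (adjusted p = 0.00782). At 72 h and 7 d none passed, with the lowest adjusted p at 0.781 and 1. The mean shift at 8 h was negative in 5 of 5 sets, and without the set that mattered most it was -2.02 (SE 0.356), which argues against a single set as the cause. Less blood in the CIE samples could give this pattern: of 7 other blood cell markers the erythroid gene Alas2 changed by -0.685 (adjusted p = 0.0806, below the median level) and Ptprc, a leukocyte gene and the only 1 above the median level, by 0.325 (SE 0.189), so too few markers are bright enough to decide it. No biological explanation was tested.

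Over 182 groups of arrays, 14 held an array apart from the others by its gap relative to the range of the group, where chance gives about 1 in 20. For Zbtb16 at 0 h the lowest array was CIE replicate 43 (0.626 of the range). For Stard5 at 0 h it was CIE replicate 72 (0.661). For Gabrg3 at 7 d it was Ctrl replicate 62 (0.751). For Wdfy1 at 7 d the highest array was Ctrl replicate 77 (0.777). For MHC class I genes and astrocyte markers at 0 h the highest was Ctrl replicate 20 (0.816 and 0.64). For endothelial and pericyte markers at 0 h the lowest was CIE replicate 5 (0.672), and for splicing genes it was CIE replicate 72 (0.697). For ER chaperones at 8 h the lowest was CIE replicate 51 (0.775), and for chromatin modifiers the highest was CIE replicate 23 (0.898). For oligodendrocyte precursor markers and insulin, FoxO and energy-sensing genes at 72 h the highest was CIE replicate 63 (0.807 and 0.757). For MHC class I genes at 7 d the highest Ctrl array was replicate 62 (0.69), and for interferon-stimulated genes the highest CIE array was replicate 27 (0.634).

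The CIE effect differed over time, by limma's test of the difference, for 34 probesets between 72 h and 0 h and for 90 between 7 d and 0 h. Of 372 such tests, on the genes named by size, as list members or followed at all times, these passed. The effect on Plin4 differed by -2.57 at 72 h (adjusted p = 0.00964) and by -2.72 at 7 d (adjusted p = 0.00282). That on Fcrls differed by 1.24 (adjusted p = 4.09e-05) and 1.25 (adjusted p = 9.71e-06), that on Hes5 by 0.986 (adjusted p = 0.00726) and 0.998 (adjusted p = 0.00286), that on Firre by 0.682 (adjusted p = 0.00544) and 0.768 (adjusted p = 0.000823), that on Srsf6 by 0.525 (adjusted p = 0.000182) and 0.579 (adjusted p = 9.71e-06), that on Map3k6 by -0.709 (adjusted p = 0.00154) and -0.692 (adjusted p = 0.00107), that on Hif3a by -0.662 (adjusted p = 0.00284) and -0.635 (adjusted p = 0.00261), and that on Sox21 by 0.641 (adjusted p = 0.00742) and 0.74 (adjusted p = 0.000823). At 72 h the test passed also for Nr4a1, with 1.06 (adjusted p = 0.00857, and 0.874 with adjusted p = 0.0213 at 7 d), and Egr1, with 0.609 (adjusted p = 0.00192, and 0.440 with adjusted p = 0.02 at 7 d). At 7 d it passed also with differences of -1.29 for Zbtb16 (adjusted p = 0.00358), -1.08 for Zfand4 (adjusted p = 0.00386), -1.02 for Rprd2 (adjusted p = 0.000343), -0.888 for Cym (adjusted p = 0.00669), -0.582 for Aldoc (adjusted p = 0.00882), -0.441 for Osgin1 (adjusted p = 0.00845), 0.656 for P2ry12 (adjusted p = 0.00559), 0.551 for Vtn (adjusted p = 0.00384), 0.414 for Hnrnpa2b1 (adjusted p = 0.00286) and 0.399 for Clk1 (adjusted p = 0.00409). At 72 h these 10 genes had differences of the same sign, -1.15, -0.943, -0.769, -0.729, -0.414, -0.254, 0.470, 0.396, 0.309 and 0.253 in this order, with adjusted p from 0.0145 to 0.37, and no probeset passed for a different CIE effect at 7 d than at 72 h (0 by limma, 1659 at an unadjusted p below 0.05). With the sets as a block, 3 of the 10 genes that passed at 72 h still did (Fcrls, Srsf6 and Egr1) and 4 of the 18 at 7 d (Fcrls, Srsf6, Firre and Rprd2), while the others had adjusted p from 0.0101 to 0.0498.

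Chance was tested with 100 splits of the arrays into groups of the same sizes, the real split included. With arrays exchanged freely between sets, chance can be excluded, with 1 split of 100 as large, for the calls at 0 h (717 real, 94 at most in another split). The same holds for the calls at 8 h (28, 18), the lists at 0 h (16, 15), the effect at any time (406, 27) and the change over time in Ctrl (105, 1). The share was also 1 split of 100 for the calls shared by 0 h and 8 h (11, 0) and the differences of 72 h and 7 d from 0 h (34, 2 and 90, 59). There, labels were reassigned at both times, so the splits test only against no CIE effect at either time. Other splits had a median of 0 calls at 0 h and at 8 h, which leaves little to share. They cannot decide whether sharing exceeds chance given the calls, or whether the effect changed over time. Chance cannot be excluded for the lists passing with the preset correlation at 8 h (35 splits of 100, 10 real, 16 at most), 72 h (52 splits, 6 real, 15 at most) and 7 d (25 splits, 6 real, 13 at most). In the other splits a median of 8 lists passed at 0 h, 8 at 8 h, 6 at 72 h and 4 at 7 d. The preset correlation thus often passed lists under reassigned labels. The counts of 0 by limma at 72 h (3242 at an unadjusted p below 0.05), 7 d (1056) and for the difference of 8 h from 0 h (2482) are reached by 100 of 100 splits whatever the data, so nothing follows for chance, and the highest other counts were 0, 1 and 223. The split with 223 calls, more than any real count of such differences, labelled as CIE 3 of the 6 CIE arrays at 0 h and 3 of the 5 at 8 h, so it did not simply reverse the real groups, and its cause was not tested.

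Because the sets pair CIE and Ctrl arrays, labels were also exchanged only within sets, with the sets as a block. Chance can be excluded, with 1 split of 100 as large, for the effect at any time (168 real, 74 at most in another split). The share was also 1 split of 100 for the calls shared by 0 h and 8 h (15, 0) and the difference of 72 h from 0 h (15, 8). For these the splits again test only against no CIE effect at either time. Chance cannot be excluded for the difference of 7 d from 0 h (10 splits of 100, 16 real, 475 at most) or the lists at 7 d (12 splits of 32, 6 real, 8 at most). For the difference of 7 d from 0 h, the low share of splits under free exchange therefore did not hold once the pairs were kept. At 0 h, 8 h and 72 h there are 16 such splits, too few for a share under 0.05. There, 1 split was as large for the calls at 0 h (299 real, 58 at most) and at 8 h (31, 0), and 2, 7 and 8 splits were for the lists at 0 h (15, 15), 8 h (10, 16) and 72 h (6, 14). The counts of 0 by limma were reached by all splits whatever the data, 16 at 72 h (2504 at an unadjusted p below 0.05), 32 at 7 d (847) and 100 for the difference of 8 h from 0 h (1994, with 563 at most).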

How the results depend on the processing

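Leaving out the 3 arrays of low weight (Ctrl 7 d replicate 62, CIE 0 h replicate 72 and CIE 7 d replicate 13) was chosen after the results were seen, and the other settings before.

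For the 717 calls at 0 h, the count was 19 with only the arrays of that time, 377 when adjusted over the 4 times together, 309 with array weights, 396 with the brightest probeset of each gene and 299 with the hybridization sets as a block. Leaving out 1 array gave 366 to 892, with 366 without CIE replicate 5, 437 without Ctrl replicate 30 and 465 without CIE replicate 26. For the 28 at 8 h, it was 6 with only the arrays of that time, 50 when adjusted over the 4 times together, 119 with array weights and 56 without the arrays of low weight. Leaving out 1 array gave 13 to 26, with 13 without Ctrl replicate 50, 16 without CIE replicate 1, and 17 without Ctrl replicate 4 or 42. Array weights gave 20 calls at 72 h and 1 at 7 d, where limma otherwise gave 0 (3242 and 1056 at an unadjusted p below 0.05), as it did with any 1 array left out (0 to 0).

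The 0 calls for the difference of 8 h from 0 h (2482 at an unadjusted p below 0.05) became 2 with the brightest probeset, 1 with trend and robust variance and 2 with probesets above the median level. Leaving out 1 array gave 0 to 3, with 3 without CIE 0 h replicate 43, 2 without CIE 8 h replicate 15 or Ctrl 0 h replicate 20, and 1 without CIE 0 h replicate 67, Ctrl 0 h replicate 38 or Ctrl 8 h replicate 79. The 34 for 72 h became 77 with array weights, 19 with the brightest probeset, 15 with the block, 52 with probesets above the median level and 80 without the arrays of low weight. Leaving out 1 array gave 18 to 59, with 18 without CIE 0 h replicate 5, CIE 72 h replicate 61 or Ctrl 72 h replicate 24, 19 without CIE 0 h replicate 26, 20 without Ctrl 0 h replicate 74 or Ctrl 72 h replicate 52, 21 without CIE 72 h replicate 3 or Ctrl 72 h replicate 68, 22 without Ctrl 72 h replicate 44 and 59 without CIE 0 h replicate 43. The 90 for 7 d became 53 with the brightest probeset and 16 with the block. Leaving out 1 array gave 42 to 117, with 42 without CIE 0 h replicate 5, 51 without Ctrl 0 h replicate 30 and 59 without CIE 0 h replicate 26. The 406 for any time became 227 with the brightest probeset and 168 with the block, and 261 (without CIE 0 h replicate 5) to 543 with 1 array left out. The 105 in Ctrl over time became 240 with array weights, 66 with the brightest probeset and 64 with the block. The 11 shared calls became 26 with array weights and 23 without the arrays of low weight.

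Of the lists, 16, 10, 6 and 6 passed at 0 h, 8 h, 72 h and 7 d. With an estimated correlation 4, 3, 0 and 0 did, and with fry 9, 6, 0 and 0. With 1 array left out the ranges were 10 to 18, 8 to 12, 3 to 11 and 3 to 7, with 10 at 0 h without CIE replicate 72, 3, 10 and 11 at 72 h without CIE replicate 61, CIE replicate 63 and Ctrl replicate 44, and 3 at 7 d without CIE replicate 37. A list changed camera's direction, which is relative to other genes, past its threshold in 4 cases. For interferon-stimulated genes at 0 h this was with the block (adjusted p = 0.00403) and without Ctrl replicate 20 (adjusted p = 0.006). Their mean change was positive without the block (0.0184) and with it (0.242). For oligodendrocyte and myelin markers it was at 7 d without Ctrl replicate 80 (adjusted p = 0.00265) and at 8 h without Ctrl replicate 42 (adjusted p = 0.0459). With 1 array left out, the adjusted p ran from 0.006 to 0.963 for the first list at 0 h, and for the second from 0.00265 to 0.983 at 7 d and from 0.0459 to 0.956 at 8 h. For genes, 3252 values stayed on their side of the threshold, 355 fell short of it, 17 newly passed and 0 changed direction. For lists, 2836 stayed, 129 fell short and 53 newly passed.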

Other observations

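The tests and genes in this part were chosen after the results were seen, except the test over time in Ctrl, which gave 105 probesets (limma's F test, 64 with the sets as a block).

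Air controls differed between the times. Against 0 h, immediate early genes had a mean change of -0.154 at 8 h (adjusted p = 0.0219 with an estimated correlation), -0.427 at 72 h (adjusted p = 8.46e-06) and -0.365 at 7 d (adjusted p = 3.54e-06). Heat shock genes were higher at 8 h (0.257, adjusted p = 0.00528). ER chaperones were lower at 72 h (-0.124, adjusted p = 0.00588) and 7 d (-0.126, adjusted p = 0.000791). Cell type markers moved too: at 72 h oligodendrocyte precursor markers were higher by 0.268 (adjusted p = 0.0144 with an estimated correlation) and endothelial and pericyte markers by 0.119 (adjusted p = 0.0374), and the shift of the myelin markers, 0.481, passed with the preset (adjusted p = 1.46e-14) but not with an estimated correlation (adjusted p = 0.148). Plasticity genes were lower at 72 h (-0.173, adjusted p = 0.0175). At 7 d, MHC class I genes (-0.561, adjusted p = 5.21e-12) and interferon-stimulated genes (-0.514, adjusted p = 7.06e-26) were lower with the preset. Neither passed with an estimated correlation (adjusted p = 0.12 and 0.0769). Nr4a3 changed by -0.945 at 72 h (SE 0.122) and Gpr17, a gene of oligodendrocyte precursors, by 0.95 (SE 0.133).

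Detoxification genes were lower in the later air controls than at 0 h. Aox1, an aldehyde oxidase gene, changed by -1.27 at 72 h and -1.44 at 7 d (SE 0.123), Gstm1 by -0.472 and -0.899 (SE 0.0832), Mgst1 by -0.446 and -0.585 (SE 0.0691) and the metallothionein gene Mt1 by -0.215 and -0.32 (SE 0.039). The antioxidant and xenobiotic list was lower at both times, and the larger of its 2 unadjusted p with an estimated correlation was 0.000185. Pyrazole, given to both groups at the start of each cycle, may have raised these genes at 0 h, but no mice went without it, so this cannot be told apart from other effects of the chamber cycle or of time.

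The variation left within groups was concentrated, with 33.6% of it on the first principal component and 14.2% on the second.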
